# Addiction and reward-related genes show altered expression in the postpartum nucleus accumbens

**DOI:** 10.3389/fnbeh.2014.00388

**Published:** 2014-11-05

**Authors:** Changjiu Zhao, Brian Earl Eisinger, Terri M. Driessen, Stephen C. Gammie

**Keywords:** maternal, bonding, reward, addiction, genes, enrichment, nucleus accumbens

## Abstract

Motherhood involves a switch in natural rewards, whereby offspring become highly rewarding. Nucleus accumbens (NAC) is a key CNS region for natural rewards and addictions, but to date no study has evaluated on a large scale the events in NAC that underlie the maternal change in natural rewards. In this study we utilized microarray and bioinformatics approaches to evaluate postpartum NAC gene expression changes in mice. Modular Single-set Enrichment Test (MSET) indicated that postpartum (relative to virgin) NAC gene expression profile was significantly enriched for genes related to addiction and reward in five of five independently curated databases (e.g., Malacards, Phenopedia). Over 100 addiction/reward related genes were identified and these included: *Per1*, *Per2*, *Arc*, *Homer2*, *Creb1*, *Grm3*, *Fosb*, *Gabrb3*, *Adra2a*, *Ntrk2*, *Cry1*, *Penk*, *Cartpt*, *Adcy1*, *Npy1r*, *Htr1a*, *Drd1a*, *Gria1*, and *Pdyn*. ToppCluster analysis found maternal NAC expression profile to be significantly enriched for genes related to the drug action of nicotine, ketamine, and dronabinol. Pathway analysis indicated postpartum NAC as enriched for RNA processing, CNS development/differentiation, and transcriptional regulation. Weighted Gene Coexpression Network Analysis (WGCNA) identified possible networks for transcription factors, including *Nr1d1*, *Per2*, *Fosb*, *Egr1*, and *Nr4a1*. The postpartum state involves increased risk for mental health disorders and MSET analysis indicated postpartum NAC to be enriched for genes related to depression, bipolar disorder (BPD), and schizophrenia. Mental health related genes included: *Fabp7*, *Grm3*, *Penk*, and *Nr1d1*. We confirmed via quantitative PCR *Nr1d1*, *Per2*, *Grm3*, *Penk*, *Drd1a*, and *Pdyn*. This study indicates for the first time that postpartum NAC involves large scale gene expression alterations linked to addiction and reward. Because the postpartum state also involves decreased response to drugs, the findings could provide insights into how to mitigate addictions.

## Introduction

The bond of mother to offspring has been suggested to be the primary social bond in most mammals (Broad et al., 2006) and is a core component of the maternal phenotype. Conserved reward CNS circuitries underlie key life history traits, including sex and eating, and these CNS regions include: medial prefrontal cortex (mPFC), ventral tegmental area (VTA), medial preoptic area (MPOA), and nucleus accumbens (NAC; Kelley and Berridge, 2002). Multiple studies indicate that maternal and social bonding are also regulated by these circuits (Insel, 2003; Numan and Insel, 2003; Burkett and Young, 2012; Olazábal et al., 2013). Among the evidence that mothering involves reward and incentive pathways is that these CNS regions show brain activation in response to offspring cues in humans (Lorberbaum et al., 2002; Bartels and Zeki, 2004; Noriuchi et al., 2008; Strathearn et al., 2008) and rodents (Febo et al., 2005; Ferris et al., 2005; Febo, 2011). Also, rodent mothers will bar press (Wilsoncroft, 1968; Hauser and Gandelman, 1985; Lee et al., 1999) and show a place preference for pups (Mattson et al., 2001, 2003) as they would for other rewarding stimuli. Additionally, drugs of abuse act by coopting natural reward circuitries (Kelley and Berridge, 2002) and mothering mitigates the rewarding properties of addictive drugs, such as cocaine (Mattson et al., 2001, 2003; Mattson and Morrell, 2005; Seip and Morrell, 2007).

Nucleus accumbens’ role in maternal incentive/reward processes has been evaluated from multiple approaches. For example, NAC shows elevated fMRI activation when either human mothers receive cues from children (Lorberbaum et al., 2002; Atzil et al., 2011) or postpartum rats are nursed (Febo, 2011). Dopamine release increases in NAC in rat mothers when they interact with pups [22]. Further, cocaine-induced NAC activation is significantly reduced in rat mothers (Ferris et al., 2005), suggesting reward salience has been shifted to pups whereby pups have become a natural form of addiction. Additionally, pharmacological manipulations and lesions of NAC modulate maternal care (Hansen et al., 1991; Stolzenberg et al., 2007). Pair bonding in prairie voles has many similarities to maternal bonding and pair bonding is linked to NAC function (Young et al., 2011).

Many studies of NAC in natural and drug reward have focused on dopamine and opioid signaling (Pettit et al., 1984; Spanagel et al., 1990; Leone et al., 1991; Peciña and Berridge, 2013), but the human and mouse genome both have more than 20,000 genes and it is becoming increasingly clear that hundreds of genes are linked to drug addiction and reward behaviors (Li et al., 2011; Spanagel, 2013). Further, despite NAC’s links to maternal attachment and addictive processes, no study to date has examined large scale gene expression changes that occur in NAC during this switch in natural reward. In this study, we use microarrays to evaluate large scale gene expression changes that occur in NAC in postpartum females (compared to non-maternal females) using a mouse model. In order to identify genes with connections to reward and addiction, we used our recently developed software tool, Modular Single-set Enrichment Test (MSET), that allows one to evaluate any large scale gene expression dataset against any disease, disorder, pathway, or hand curated database (Eisinger et al., 2013a, 2014; Driessen et al., 2014a). We identified five independently curated databases that maintain lists of genes related to addiction or reward and then tested our significant array results for enrichment against each database. ToppCluster was used to determine whether array results were similar to genes associated with the action of specific drugs or chemicals. Because the maternal state involves an increased risk for mental health disorders (Brockington, 2004), we also used MSET to evaluate whether array results had similarities to mental health disorders using a range of independently curated databases as in recent studies (Eisinger et al., 2013a, 2014; Driessen et al., 2014a). NIH DAVID and ToppCluster were both employed to conduct additional pathway analysis. Weighted Gene Coexpression Network Analysis (WGCNA) identified clusters of genes whose expression may be linked transcriptionally.

## Methods

### Animals

Outbred hsd:ICR female mice (Harlan, Indianapolis, IN, USA) (~70 days of age) were used and procedures were almost identical to those described in detail in our recent microarray study on mPFC (Eisinger et al., 2014). In brief, mice were nulliparous when obtained and half were housed with breeder males for a 2 week mating period, while the other half were housed with age-matched female littermates to minimize isolation-induced stress. After mating, all females were housed individually until parturition (postpartum day 0) so that all subjects had a similar social environment. We have previously used these groups to identify gene expression changes that correspond to collective experiences (pregnancy, parturition, and postpartum) that generate the maternal phenotype (Zhao et al., 2012b; Eisinger et al., 2013b; Driessen et al., 2014a,b). *Ad libitum* breeder chow (Harlan) and water were provided along with precut nesting material. Polypropylene cages were changed weekly prior to parturition, after which cages were not changed again until dissection. On day 0, litters were culled, if necessary, to standardize litter size to 11. All subjects were kept on a 12:12 light:dark cycle with lights on at 6:00 CST. All procedures followed guidelines set by the National Institutes of Health Guide for the Care and use of Laboratory Animals, and were approved by the University of Wisconsin Animal Care and Use Committee.

### Tissue collection and RNA extraction

Virgin and postpartum females were lightly anesthetized with isuflurane and decapitated between 9:00 and 12:00 CST on postpartum Day 7. Brains from age-matched virgin and postpartum females were collected on the same day and dissections were alternated between groups. After decapitation, vaginal lavage allowed for determination of estrous state. To minimize effects of estrous cycling on gene expression (Romano et al., 1988; Arosh et al., 2002), only diestrous virgins were used in the microarray experiment. Brains were frozen in isopentane, stored at −80°C, sectioned via cryostat (Leica CM1850, Bannockburn, IL, USA) at 200 micrometer thickness, and NAC collected via a micropunch technique (Makino et al., 1994) using a Brain Punch Set (Stoelting, Wood Dale, IL, USA) under a dissecting microscope. Nucleus accumbens tissue was collected from Bregma 1.54 mm to Bregma 1.045 mm as shown in Figure 1 and included both core and shell regions of NAC. Samples were collected from 10 postpartum females and 10 virgin females, and were subsequently stored at −80°C until RNA extraction. RNA extraction and purification was exactly as recently described (Eisinger et al., 2014) and involved the Aurum Total RNA Fatty and Fibrous Tissue Kit (Bio-Rad, Hercules, CA, USA) and the NanoDrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and RNA was stored at −80°C until further processing. For the microarray studies, six mice from each group were randomly selected for analysis as previous microarray studies indicate six per group is sufficient to detect differences in treatment. An N of 10 per group was used for follow up quantitative PCR (qPCR) analysis.

**Figure 1:**
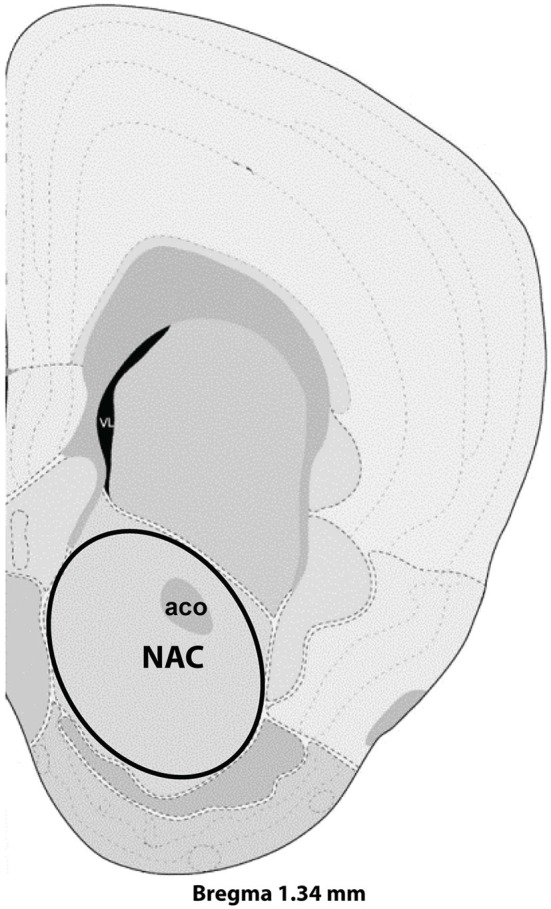
**Representative section with NAC dissection for microarray analysis**. Distance from Bregma in the rostrocaudal plane is indicated. Modified from the Allen Mouse Brain Atlas (reference atlas version 1, 2008). Abbreviations: aco, anterior commissure; NAC, nucleus accumbens.

### High-density oligonucleotide array hybridization

Microarray analysis was performed with the GeneChip Mouse Gene 2.0 ST Array (Affymetrix, Santa Clara, CA, USA) with targets derived from total RNA from NAC. Approaches were identical to those recently described (Eisinger et al., 2014) and included the Ambion GeneChip WT Expression Kit (Ambion, Austin, TX, USA), the Affymetrix WT Terminal Labeling Kit (Affymetrix), and an Affymetrix GC3000 G7 Scanner. Data were extracted and processed in the Affymetrix Command Console v. 3.1.1.1.229 and cDNA synthesis, fragmentation, labeling, array hybridization, staining, and scanning were performed by the Gene Expression Center at the University of Wisconsin-Madison as in previous studies (Eisinger et al., 2013b, 2014; Driessen et al., 2014a).

### Probeset level summarization and microarray statistical analysis

Probe logarithmic intensity error (PLIER) algorithm in Affymetrix Expression Console, build 1.2.1.20 was used for probeset level summarization and normalization. The BioConductor package limma v3.14.4 was used to perform statistical analysis. The nominal PLIER *p*-value of 0.01 was used for analysis as in previous studies (Saul et al., 2012; Eisinger et al., 2013b, 2014; Driessen et al., 2014a) and a *p*-value of 0.03 was also used for additional data mining. Fold change was calculated for each gene as the ratio of the limma-calculated average maternal expression coefficient divided by average virgin expression coefficient.

### Modular Single-set Enrichment Test (MSET)

MSET was used to test significant microarray results for enrichment of gene lists with multiple databases. To evaluate links to addiction, we identified five independent online gene-disease association databases, including the HuGE Navigator’s Phenopedia (Yu et al., 2010), the DISEASES database by the Novo Nordisk Foundation Center for Protein Research at the University of Copenhagen (Pletscher-Frankild et al., 2014), the NIH’s Genetic Association Database (GAD; Becker et al., 2004), the Weizmann Institute of Science’s MalaCards compendium (Rappaport et al., 2013), and Gemma’s Phenocarta (Zoubarev et al., 2012). Addiction research often focuses on drugs of abuse and within each database multiple categories are provided, including general addiction or chemical dependency or genes known to be linked to different types of addiction, including cocaine, methamphetamine, heroin, nicotine, and alcohol. Within each database there are some overlaps of the different subsets. For Phenocarta, we kept together genes linked to all types of addiction (total gene number is 359), but for the other four we separately analyzed alcohol because these lists were often larger than all other lists combined (range from 337 to 675). Further, for GAD, the nicotine list alone was 2945 genes, so this was also analyzed separately. The level of overlap between the different addiction databases is shown in Figure 2. As an additional analysis, we created a database that included all unique genes from each of the five addiction databases (*n* = 986) and created an additional database for genes that showed up in two or more lists (*n* = 304). We also used MSET to test for enrichment against various mental health disorders and diseases as we recently performed using gene expression results from other maternal brain regions (Eisinger et al., 2013a, 2014; Driessen et al., 2014a).

**Figure 2:**
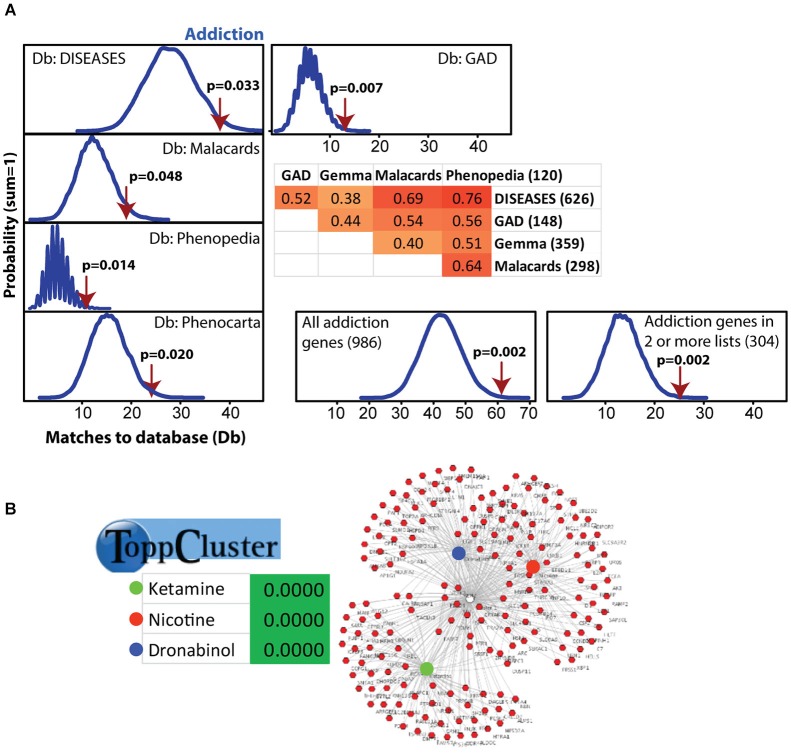
**Modular Single-set Enrichment Test evaluation of enrichment for addiction related gene sets within significantly altered genes in maternal NAC. (A)** Y-axis represents the probability of X matches to database appearing in a randomly generated set of simulated results from the microarray background. The red arrow shows how many matches were found in the actual significant postpartum NAC expression changes and where that number falls on the probability density distribution. The enrichment *p*-value is derived from the number of simulated results that contained at least as many matches to database as the actual results. The number of genes within each database and the overlap (smaller sized list divided by larger list) is provided. **(B)** ToppCluster results showing enrichment of significant postpartum NAC genes with genes associated with three drugs, ketamine, nicotine, and dronabinol. Graph on right shows the general pattern whereby some genes are only linked to one drug, but others are linked to two or three.

Modular Single-set Enrichment Test uses a randomization testing algorithm to assess overrepresentation of any database (e.g., any mental health disorder, any disease) within significant microarray results. It generates a null distribution of expected number of matches to a given database of interest in randomly generated results built by sampling without replacement from the microarray background and this has been described in detail (Eisinger et al., 2013a). In this study, we tested enrichment within microarray results with *p*-values less than 0.01 using 10,000 randomized sets of results. Current and previous evaluations indicate that almost all of the genes in this range can be confirmed via qPCR and are biologically relevant (Saul et al., 2012; Zhao et al., 2012b; Eisinger et al., 2013b, 2014). In this study we also confirmed a number of genes with *p*-values less than 0.03, but greater than the *p* < 0.01 cutoff and for additional data mining we ran MSET using a *p-value* cutoff of 0.03. As with any array, there can be a small number of false positive and in the present study, for example, we could not confirm *Grm7* changes. MSET works with larger datasets and in this study the removal of one or two genes (from 1052 annotated genes in the microarray) when compared with databases with hundreds of genes had little contribution to the overall *p*-value. Therefore, we report here the *p*-value using all 1052 genes, but remove any unconfirmed gene from further analysis.

### Analysis with ToppCluster and NIH DAVID

Microarray targets with *p*-values less than 0.01 were used for both ToppCluster (Kaimal et al., 2010) and NIH DAVID analysis (Huang da et al., 2009). The default statistical *p*-value analysis was used for both. While some databases are shared between the two, each also provides unique analysis. For example, ToppCluster allows for analysis of enrichment against genes associated with various drug actions, and this analysis was used in this study.

### WGCNA and transcription factor analysis

Weighted Gene Coexpression Network Analysis was used to identify modules of genes whose expression changes are highly correlated to one another. R software was used for all WGCNA analysis (Zhang and Horvath, 2005; Langfelder and Horvath, 2008) and the array *p*-value cutoff was <0.01. To generate a weighted network of genes (nodes) and their expression correlations (edges), correlations were raised to a soft thresholding power β, chosen such that the network approximates a model of scale-free topology (*R*^2^ > 0.8), which is a necessary assumption for WGCNA accuracy. Using unsupervised hierarchical clustering, a minimum module size of 30 genes, and a threshold setting for merging modules of 0.25, WGCNA identified two modules. The modules were exported as a Cytoscape network file, which was manually trimmed to consist only of transcription factor nodes and their gene-to-gene correlations. The finalized transcription factor module was visualized with Cytoscape v3.0.1.

### Quantitative real-time PCR

Polymerase chain reaction was performed on genes of interest (*n* = 10 per group) in order to confirm expression changes detected by microarray analysis. Two stable reference genes were used to normalize relative expression results of genes of interest; Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide (*Ywhaz*), and peptidylprolyl isomerase A (*Ppia*) (also known as CycA). Control genes were chosen because they have been shown by others to act as reliable control genes for qPCR in the rodent brain (Bonefeld et al., 2008; Nelissen et al., 2010) and have been found by us to be reliable markers for the postpartum brain (Zhao et al., 2012a,b; Eisinger et al., 2013b, 2014; Driessen et al., 2014b).

A SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen, Carlsbad, CA, USA) was used to reverse transcribe 100 ng of RNA to cDNA in an Eppendorf MasterCycler Personal PCR Machine (Eppendorf, Hamburg, Germany) with poly-T 20mer primers. The thermal profile used is as follows: an initial melting step of 95°C for 30 s, followed by 40 cycles of a 5-s 95°C melt, a 20-s 58°C annealing step, and a 20-s 72°C elongation step. A melt curve was performed from 60–95°C at 5-s 0.5°C increments to confirm specificity of primer binding, and relative expression values were calculated with REST 2009 (Pfaffl et al., 2002).

## Results

### Genes with altered expression in maternal NAC

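NAC tissue was punched from 6 postpartum and 6 virgin outbred mice, and RNA of each mouse was hybridised to its own GeneChip Mouse Gene 2.0 ST array, so that 12 arrays were compared, 6 per group. Postpartum mice were collected on day 7 with litters standardized to 11 pups, and the virgin mice were in diestrus. The values deposited by the authors are PLIER intensities, which summarize the probes of a probeset into a single brightness on a linear scale after normalization between arrays. The intensities of 41345 probesets were examined for each array. The median intensity of an array was at most 158.07 (middle value 155.9) in the postpartum group and ranged from 154.71 to 164.98 (middle value 159.7) in the virgin group. Any pair of arrays had a Spearman correlation across probesets of 0.976 to 0.990. The number of arrays limits the precision of each value, and of 50 probesets changed by simulation 40 passed p under 0.01 when 1 group was 25% above the other, 45 when changed by 1.5-fold and all 50 when changed by 2-fold. At an adjusted p under 0.05 these were 23, 38 and 50. The changed probesets all had an above-median mean, and noise was drawn independently for each probeset. The rates therefore do not cover dimmer probesets or noise shared between probesets.
The platform annotation names a single gene for 23521 probesets and several genes for 1814, and 16010 probesets are not listed in it. Where a gene had several probesets, the one with the highest mean over the 12 arrays stood for it, which gave 22180 genes. Intensities were raised to a floor of 1, converted to log2, and compared between groups with limma (lmFit and eBayes) without further normalization or filtering. Beside the limma p of a single gene on log2 intensities stands a two-sided exact permutation p, which with 6 arrays against 6 cannot be under 0.00216. A gene is said here to have risen or fallen when its unadjusted limma p was under 0.01, the threshold of the study. The scale matters for genes near that threshold, and for genes whose p is printed, a p from the linear intensities, or the range for several genes, is added where it gave another call at 0.01. Per2, Adra2a and Morf4l1 have no probeset with a single gene in the annotation and were named through Supplementary Table 1, of which the first 1999 lines were read. Slc6a9, Adora2a and Ppia were not analysed here. Gene lists and the rule for naming genes were fixed before the intensities were examined, but after those lines had been seen.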

High density oligonucleotide microarray (41,346 probes) was performed on NAC and results were analyzed with the PLIER algorithm. 

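Among genes of above-median intensity whose groups were nearly separated, the largest rises in postpartum NAC included Rasl11a, a small GTPase (log2 fold change 0.68, standard error 0.17), Cldn1, a tight junction protein (0.67, standard error 0.15), Cd24a, a surface glycoprotein of immature neurons (0.59, standard error 0.14), and Ndnf, a secreted neurotrophic factor (0.58, standard error 0.13). Calb2, the calcium-binding protein calretinin of interneurons, rose from an intensity of 515 ± 77.8 (SD, n = 6) in virgin mice to 777 ± 164 (SD, n = 6) in postpartum mice. Among the largest falls were Car12, a carbonic anhydrase (-0.42, standard error 0.09), Pcdhb13, a protocadherin (-0.41, standard error 0.10), Gpc6, a glypican (-0.39, standard error 0.10), Opalin, a myelin protein of oligodendrocytes (-0.47, standard error 0.15), and Mpeg1, a macrophage gene (-0.56, standard error 0.18). Most changes were small. The median change among probesets with limma p under 0.01 was 1.19-fold in either direction, and 68 of them changed by more than 1.5-fold and 19 by more than 2-fold.
By limma on log2 intensities, 951 probesets had p under 0.01, 511 higher and 440 lower in postpartum NAC, where 413.45 would be expected without any difference. They hold 647 unique annotated genes. At p under 0.03 there were 2371 probesets, 1171 higher and 1200 lower, with 1499 unique genes. The share of higher probesets at p under 0.01 was 53.7%, and 80.5% when each array was centred on its median (856 higher, 207 lower) or 64.3% among probesets of above-median mean (547 higher, 304 lower). No probeset passed an adjusted p under 0.05 by limma, where the lowest adjusted p was 0.106 and 3685 probesets had an unadjusted p under 0.05. The fit on the linear intensities, which the lines read of Supplementary Table 1 match, gave 1262 probesets at p under 0.01 (797 higher, 465 lower). It gave 2743 probesets at p under 0.03 and 10 at adjusted p under 0.05. Of 175 genes named by the rule, 64 had p under 0.01, and for 58 leaving out some single array changed that call.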

Altered gene expression was found in postpartum NAC for 1260 probes (1052 unique, annotated genes) using a *p* < 0.01 cutoff and for 2740 probes (2164 unique, annotated genes) using a *p* < 0.03 cutoff. The full set of results is available in Supplementary Table 1. All microarray results, including CEL files, have been uploaded to NCBI’s Gene Expression Omnibus (Accession number: GSE62258).

### MSET and ToppCluster analysis for enrichment of gene sets associated with addiction

Modular Single-set Enrichment Test was used to assess enrichment for genes associated with addiction within genes displaying altered expression (*p* < 0.01) in maternal NAC. Details on the databases are provided in the Methods section. As shown in Figure 2A, the postpartum NAC showed enrichment for addiction and reward related genes in five of five independent datasets (*p* < 0.05). 

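Of 71 measured genes of a textbook addiction and reward list, 7 rose and 2 fell in postpartum NAC. Per2, which also rose, is on the list but was named only through Supplementary Table 1 and is left out of the count. The genes that rose were the activity-regulated genes Arc, Egr1 and Fosb, the postsynaptic scaffold gene Homer2, the transcription factor Creb1 and the histone deacetylases Hdac4 and Hdac5. The genes that fell were Oprk1, the kappa opioid receptor, and Rgs9, a regulator of G protein signaling that is abundant in medium spiny neurons. The paper's PCR did not find the change of Oprk1 again. Arc rose from an intensity of 1019 ± 161 (SD, n = 6) to 1311 ± 85.0 (SD, n = 6), a log2 fold change of 0.37 (standard error 0.10, limma p = 0.0023, exact permutation p = 0.00649). Rgs9 fell from 3861 ± 268 (SD, n = 6) to 3230.3 ± 383 (SD, n = 6), a log2 fold change of -0.26 (standard error 0.08, limma p = 0.00799, exact permutation p = 0.0108). The other 62 genes did not pass. No member passed an adjusted p under 0.05 over all genes, and the count adjusted over the list alone was 0.

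**Figure D1:**
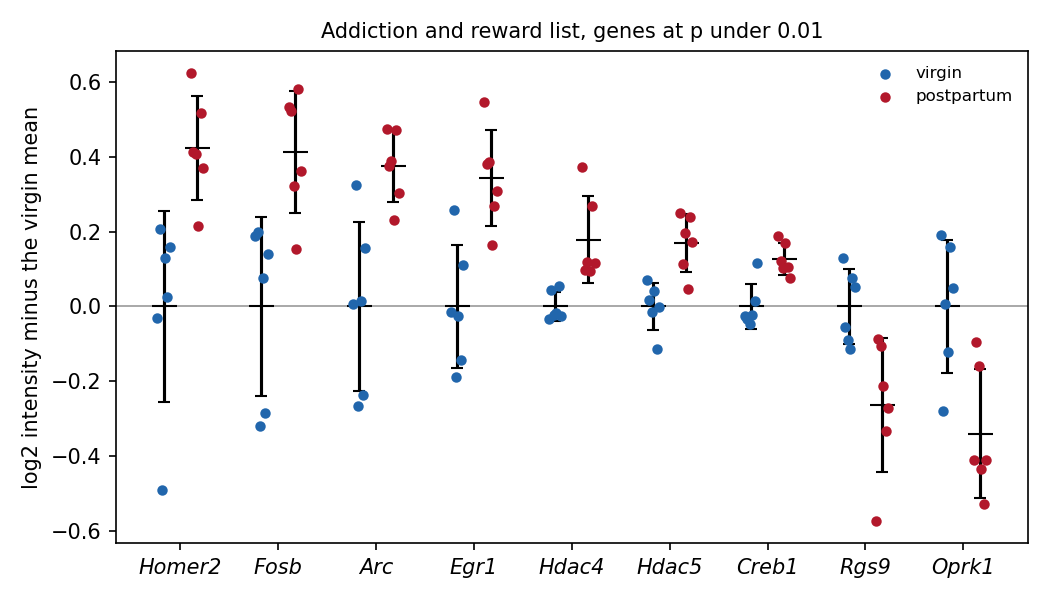
Log2 intensity of the 9 list members with limma p under 0.01, minus the mean of the virgin group, for 6 virgin and 6 postpartum arrays. Points are arrays, horizontal ticks are group means and bars are 1 SD. All 6 postpartum arrays lie above every virgin array for Homer2 and Hdac4, while the groups overlap for the other 7 genes.

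In a randomization like that of the Modular Single-set Enrichment Test, 10000 random sets of 71 genes held 1.97 called genes on average, and the 9 observed gave a gene-label permutation p = 0.0002. For comparison, 1 of 39 measured genes of synapses and voltage-gated channels was called (permutation p = 0.67, 1.09 expected). As a set the addiction list did not shift in one direction (camera adjusted p = 0.15), while fry found changes in either direction (mixed adjusted p = 0.00622). The list was written with the article in view, so it is not independent of these arrays: 20 of its measured genes are named in the article, 8 of them among the 9 called, and of the 51 left 1 was called (1.42 expected, permutation p = 0.762). The article names genes for their change on these arrays, so the genes left cannot show that enrichment is absent. With the immediate early genes left out instead, 6 of 65 genes were called (1.81 expected, permutation p = 0.0098). Without postpartum replicate 5, 4 members of the whole list were called (permutation p = 0.0659). The paper takes its finding from 5 independently curated online databases, which were not used here. It sets the finding beside the known role of NAC in reward and the rewarding nature of offspring, and proposes separately that such genes help a new reward to emerge.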

Information on the number of genes in each list and the extent of overlap between lists is provided in Figure 2A. Furthermore, enrichment was found when either all addiction related genes were pooled to create a novel database (*N* = 986; *p* < 0.01) or when only genes in two or more lists were pooled to create a novel database (*N* = 304; *p* < 0.01). 

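Per2, a negative regulator of the circadian clock, rose with a log2 fold change of 0.43 (standard error 0.06, limma p = 1.63e-05, exact permutation p = 0.00216), and all 6 postpartum arrays exceeded all 6 virgin arrays. Homer2 rose from 423 ± 67.3 (SD, n = 6) in virgin mice to 563 ± 53.8 (SD, n = 6) in postpartum mice, a log2 fold change of 0.42 (standard error 0.11). Virgin replicate 3 stood apart for Homer2, with a deviation of -0.59 from the mean of the other 5 virgin arrays, which makes the difference larger. Fosb, a transcription factor that accumulates in NAC with drug exposure, rose from 302 ± 47.4 to 400.0 ± 44.0 (SD, n = 6 each), a change of 0.41 (standard error 0.11). Creb1, a cAMP-responsive transcription factor, rose by a smaller amount, 0.13 (standard error 0.04, limma p = 0.00968, exact permutation p = 0.00866), from 1052 ± 45.1 to 1149.6 ± 34.0 (SD, n = 6 each). Nr4a2, an orphan nuclear receptor, had the largest difference of these genes, 0.89 (standard error 0.36), but with a wide spread between arrays its limma p was 0.0303 (exact permutation p = 0.0216), or 0.0105 on the linear intensities. Without virgin replicate 3, the lowest array by far, the Nr4a2 log2 fold change was 0.57. Postpartum replicate 4 also stood apart, with a deviation of -1.19 from the mean of the other 5 postpartum arrays, which makes the difference smaller.
Per1 was higher in postpartum mice by 0.17 on the log2 scale (standard error 0.06, limma p = 0.0124, exact permutation p = 0.0152), and Ntrk2, the receptor of brain-derived neurotrophic factor, by 0.12 (standard error 0.05, limma p = 0.0288, exact permutation p = 0.00866). Penk, the enkephalin precursor, was lower by -0.23 (standard error 0.08, limma p = 0.0143, exact permutation p = 0.0152). For these 3 genes the linear intensities gave limma p of 0.00683, 0.00681 and 0.00951. All 6 postpartum arrays lay above the virgin median for Per1, Per2, Homer2, Creb1 and Fosb, 5 did so for Ntrk2 and Nr4a2, and all 6 lay below it for Penk.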

Notable genes found in more than one database were: *Per1*, *Per2*, *Penk*, *Homer2*, *Creb1*, *Ntrk2*, *Nr4a2*, and *Fosb*. Further, we ran MSET using an array *p* < 0.03 cutoff (see rationale above) and also found significant enrichment for all addiction/reward datasets (see Supplementary Table 2). 

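Cartpt, the precursor of the CART peptides, was lower in postpartum NAC, with an intensity of 1165 ± 153.02 against 1485 ± 228 in virgin mice (SD, n = 6 each) and a log2 fold change of -0.35 (standard error 0.12, limma p = 0.0121, exact permutation p = 0.0238). Adcy1, a calcium-stimulated adenylyl cyclase, was higher by 0.24 (standard error 0.09, limma p = 0.0149, exact permutation p = 0.0216), as were Npy1r, a receptor of neuropeptide Y, also by 0.24 (standard error 0.08, limma p = 0.0150, exact permutation p = 0.0216), and Htr1a, a serotonin receptor, by 0.39 (standard error 0.14, limma p = 0.0181, exact permutation p = 0.0325). Drd1, the D1 dopamine receptor gene formerly called Drd1a, and Pdyn, the dynorphin precursor, both had negative differences with p between 0.01 and 0.03. Gria1, an AMPA receptor subunit, differed by 0.07 on the log2 scale (standard error 0.04, limma p = 0.113, exact permutation p = 0.026), and its limma p was 0.0151 on the linear intensities. None of these genes passed the 0.01 threshold on the log2 scale, and all but Gria1 passed the wider threshold of the study. For Npy1r, no postpartum array lay above all virgin arrays, although all 6 lay above the virgin median.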

Among the interesting genes with *p*-values between 0.01 and 0.03 were: *Cartpt*, *Adcy1*, *Npy1r*, *Htr1a*, *Drd1a*, *Gria1*, and *Pdyn*. Supplementary Table 2 provides a list of all genes (*N* = 113) with *p*-values less than 0.03 that were associated with one or more addiction database. 

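Of the 113 genes listed in Supplementary Table 2, 105 were measured through a probeset with a gene name, and more of them were higher than lower in postpartum NAC. At limma p under 0.01, 23 were higher and 7 were lower. At p under 0.03, 48 were higher and 22 were lower. Their log2 fold changes ran from -0.48 to 0.89 with a median of 0.12. On the linear intensities 104 of the 105 had limma p under 0.03, 69 higher and 35 lower. Among the genes that rose was Ahsa1, a cochaperone of Hsp90, which went from 909.7 ± 25.9 to 1104 ± 60.1 (SD, n = 6 each). Of 37 measured genes that the table places in 2 or more databases, 8 rose and 1 fell. The study chose these genes for their p-values on the same arrays, so neither the count adjusted over the list alone (74 genes) nor the balance of directions is independent evidence.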

When analyzed with ToppCluster, significant postpartum NAC genes showed a significant overlap with genes involved in the action of drugs of abuse, including nicotine, ketamine, or dronabinol (a synthetic cannabinoid analog; *p* < 0.001 each; Figure 2B). A GeneMania diagram of interactions of a subset of addiction/reward related genes in postpartum NAC is shown in Figure 3. Although *Nr1d1* was not in any of the five addiction lists, it was included here because it has recently been implicated in addiction processes (see Section Discussion below), its expression is significantly downregulated in NAC (see below), and it is centrally connected to addiction/reward related genes.

**Figure 3:**
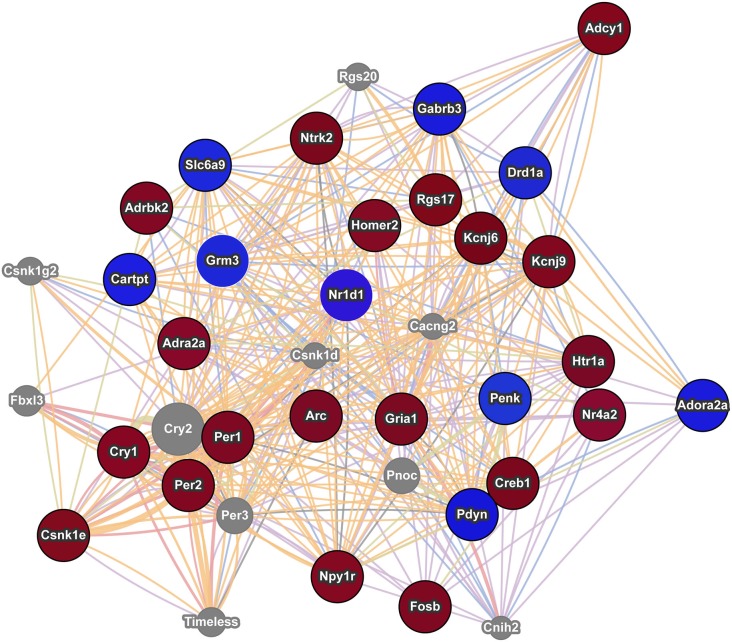
**Interaction network of addiction related genes with altered expression in postpartum NAC**. The red circles indicate upregulation and blue circles indicate downregulation of genes within significant maternal NAC expression results. Results were visualized as an interaction network with genes in gray circles added by GeneMania due to interactions with specified genes. *Nr1d1* was added to network due to recent studies linking it to addiction pathways and because of its multiple interactions with known addiction related genes. The nature of the interaction data linking any two genes is encoded by color (blue lines = colocalization, purple lines = coexpression, red lines = physical interactions, light green = shared protein domains, and orange lines = predicted interaction). Distance between genes is proportional to the strength of evidence for their interaction.

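Adra2a, the alpha-2A adrenergic receptor, was higher by 0.47 (standard error 0.16, limma p = 0.0104, exact permutation p = 0.00866), with an intensity of 709.8 ± 98.8 in postpartum and 518 ± 107 in virgin mice (SD, n = 6 each). The 2 inward rectifier potassium channel genes Kcnj6 and Kcnj9 were higher by 0.32 (standard error 0.14, limma p = 0.0416, exact permutation p = 0.0195) and 0.21 (standard error 0.08, limma p = 0.0249, exact permutation p = 0.0411). Grk3, the receptor kinase gene formerly called Adrbk2, was higher by 0.21 (standard error 0.07, limma p = 0.0158, exact permutation p = 0.0173). Rgs17, another regulator of G protein signaling, differed by 0.09 (standard error 0.04, limma p = 0.0614, exact permutation p = 0.0238). On the linear intensities the limma p of Adra2a was 0.00591, under 0.01. The low value of virgin replicate 3 stood apart from the rest of its group for Adra2a and Kcnj6. Without it the Adra2a log2 fold change was 0.34 and the Kcnj6 log2 fold change 0.18.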

Because alcohol addiction related genes had large datasets, these were analyzed independently, but were commonly just above significance (*p* = 0.06, 0.09, 0.06, and 0.34 for the four available databases; see Supplementary Table 3). Also, the nicotine related database from GAD was large (*N* = 2945), so this was analyzed independently and was significantly linked to maternal NAC expression (*p* < 0.001; see Supplementary Table 3).

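Of the 56 alcohol related genes of Supplementary Table 3, 49 were measured here, of which 14 rose and 10 fell in postpartum NAC. The genes that rose included Homer2, Arc and the AP-1 subunit Jun. Those that fell included Chrm4, the muscarinic receptor of D1 medium spiny neurons, whose log2 fold change was -0.29 (standard error 0.08, limma p = 0.00505, exact permutation p = 0.013), from 868 ± 78.2 in virgin mice to 712 ± 81.3 in postpartum mice (SD, n = 6 each). The median log2 fold change over the list was 0.11, and at p under 0.03 the counts were 26 higher and 19 lower. The list was chosen from genes altered on these arrays, so the 45 genes that pass when adjusted over the list alone are not independent evidence.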

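The nicotine list of Supplementary Table 3 held 171 genes, and 157 were measured here. Of these, 67 rose and 23 fell in postpartum NAC, while 67 did not pass limma p under 0.01. Zbtb16, a zinc finger transcription factor induced by glucocorticoids, rose from 579 ± 58.1 in virgin mice to 816 ± 84.5 in postpartum mice (SD, n = 6 each), a log2 fold change of 0.50 (standard error 0.09, limma p = 9.46e-05, exact permutation p = 0.00216). Sik1, a salt-inducible kinase, rose by 0.21 (standard error 0.05), and in both genes all 6 postpartum arrays lay above all virgin arrays. P2ry12, a purinergic receptor of microglia, was lower by -0.23 (standard error 0.08, limma p = 0.0147, exact permutation p = 0.00866), and its limma p was 0.00908 on the linear intensities. Log2 fold changes of the list ran from -0.54 to 0.67. As the study took the list from its own altered genes, its 140 genes adjusted over the list alone are not independent evidence.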

### MSET analysis for enrichment of gene sets associated with mental health disorders and other diseases

Figure 4 shows MSET analysis for genes linked to depression, bipolar disorder (BPD), autism, schizophrenia, arthritis, Alzheimer’s and multiple sclerosis. Details on the databases are provided in the Methods section. Postpartum NAC array genes (*p* < 0.01) showed consistent significant enrichment for depression (two of three databases), BPD (three of three databases), and schizophrenia (five of five databases). 

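Among the genes of Supplementary Table 4 for depression, 12 of 31 measured genes rose and 7 fell in postpartum NAC. For bipolar disorder 21 of 50 rose and 7 fell, and for schizophrenia 57 of 136 rose and 19 fell. Genes shared by several of these lists included Grm3, which fell, and Calb2, which rose. Of the 50 measured bipolar disorder genes, 41 were also on the schizophrenia list. Calr, an endoplasmic reticulum chaperone on the schizophrenia list, rose from 3379.6 ± 315 to 4019 ± 221 (SD, n = 6 each), a log2 fold change of 0.25 (standard error 0.07). Tsc22d3, a glucocorticoid-induced gene on the depression list, rose by 0.26 (standard error 0.05, limma p = 0.000289, exact permutation p = 0.00216), with all 6 postpartum arrays above all virgin arrays. Median log2 fold changes were 0.13 for depression, 0.15 for bipolar disorder and 0.14 for schizophrenia. These genes were selected on these arrays, and the counts adjusted over the list alone (29, 46 and 127 genes) are not independent evidence of the direction. The disease databases themselves were not used here.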

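Of 84 measured autism genes of Supplementary Table 4, 33 rose and 14 fell in postpartum NAC. Shank2, a scaffold protein of excitatory synapses, rose from 704 ± 49.6 in virgin mice to 802 ± 51.1 in postpartum mice (SD, n = 6 each), a log2 fold change of 0.19 (standard error 0.06, limma p = 0.00899, exact permutation p = 0.00866). The metabotropic glutamate receptor gene Grm3 fell. The list shared 39 measured genes with the schizophrenia list and 10 with the depression list. At p under 0.03, 54 of the autism genes were higher and 21 were lower. The study chose the list on these arrays, so the 79 genes that pass when adjusted over the list alone are not independent evidence.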

For autism, only three of seven databases showed significant enrichment. A list of postpartum NAC genes with links to mental health disorders is provided in Supplementary Table 4. For arthritis, Alzheimer’s disease, and multiple sclerosis, no enrichment was found (Figure 4).

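In a list of 39 arthritis and immune genes fixed beforehand, 37 were measured, none rose and 1 fell in postpartum NAC. The gene that fell was Csf2, a granulocyte and macrophage growth factor, with a log2 fold change of -0.31 (standard error 0.09, limma p = 0.0064, exact permutation p = 0.0195) and a low intensity of 102 ± 11.9 against 126 ± 14.3 (SD, n = 6 each). A second, dimmer Csf2 probeset did not pass, with a log2 fold change of -0.05 (standard error 0.09). Il17a, an inflammatory cytokine, was lower by -0.25 (standard error 0.10, limma p = 0.0241, exact permutation p = 0.0368). Random sets of 37 genes held 1.04 called genes on average (gene-label permutation p = 0.649). The list did not shift as a set (camera adjusted p = 0.426), and 0 genes passed when adjusted over the list alone. It is shorter than the databases of the study and stands in for none of them. Alzheimer's disease and multiple sclerosis genes were not analysed here.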

**Figure 4:**
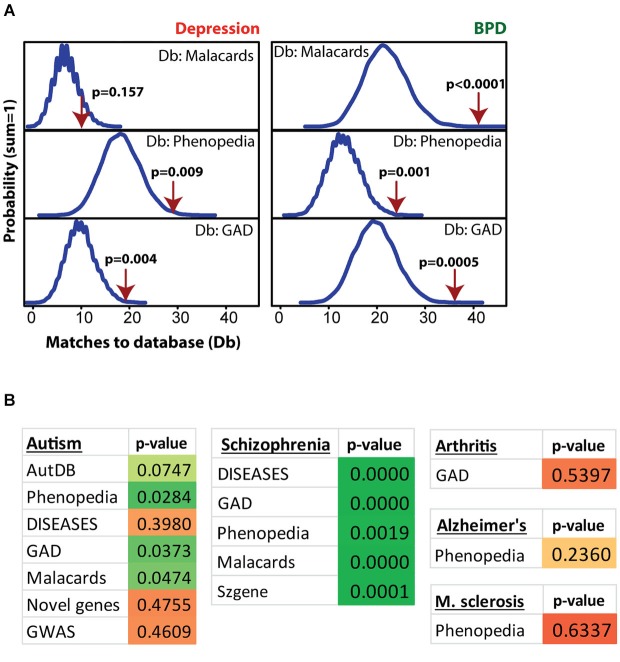
**Modular Single-set Enrichment Test evaluation of enrichment for mental health related gene sets within significantly altered genes in maternal NAC. (A)** Y-axis represents the probability of X matches to depression and BPD databases appearing in a randomly generated set of simulated results from the microarray background. The red arrow shows how many matches were found in the actual significant postpartum NAC expression changes and where that number falls on the probability density distribution. The enrichment *p*-value is derived from the number of simulated results that contained at least as many matches to database as the actual results. **(B)** Modular Single-set Enrichment Test *p*-values for significant postpartum NAC genes against databases for autism, schizophrenia, arthritis, Alzheimer’s disease, and multiple sclerosis.

### Pathway analysis with NIH DAVID, ToppCluster, and MSET

NIH DAVID and ToppCluster identified enrichment for RNA binding and NIH DAVID further found enrichment for genes involved with CNS development/differentiation, transcriptional regulation, and circadian rhythms. 

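Among 33 measured genes of splicing and cold-induced RNA-binding proteins, Tra2a, Elavl4 and Hnrnph1 rose in postpartum NAC and none fell. Tra2a, a splicing regulator, rose from 587 ± 53.3 in virgin mice to 788 ± 35.8 in postpartum mice (SD, n = 6 each), a log2 fold change of 0.43 (standard error 0.07, limma p = 2.8e-05, exact permutation p = 0.00216). Elavl4, a neuronal RNA-binding protein, rose by 0.29 (standard error 0.07, limma p = 0.00113, exact permutation p = 0.00216). Hnrnph1 rose by 0.13 (standard error 0.04, limma p = 0.00807, exact permutation p = 0.00649), and 2 genes passed when adjusted over the list alone. The remaining 30 did not pass, and the median of the list was 0.01. Against 3 called members, random gene sets held 0.936 (gene-label permutation p = 0.0623, or 0.018 with genes called at p under 0.03). The list was shifted upward by camera (adjusted p = 0.0393), and this call was lost with an estimated correlation (adjusted p = 0.425).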

A list of 41 postpartum NAC genes with connections to various aspects of CNS development, such as axon growth, axonogenesis, neurogenesis, and neuron differentiation is provided in Supplementary Table 5. 

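Of 37 measured genes of the CNS development list of Supplementary Table 5, 16 rose and 6 fell in postpartum NAC. Cd24a rose from 576 ± 123 in virgin mice to 855 ± 117 in postpartum mice (SD, n = 6 each), a log2 fold change of 0.59. The histone deacetylase genes Hdac4 and Hdac5 and Zbtb16 were among the others that rose. The median log2 fold change of the list was 0.14. It was chosen on these arrays, and its 34 genes adjusted over the list alone are not independent evidence. In a separate list of 7 measured genes of immature cells, fixed beforehand, no gene passed limma p under 0.01. Sox11, a transcription factor of newborn neurons, was higher by 0.23 (standard error 0.08, limma p = 0.0145, exact permutation p = 0.0238), and Nes, an intermediate filament gene of progenitors, was lower by -0.24 (standard error 0.10, limma p = 0.041, exact permutation p = 0.0563). The count adjusted over the list alone was 0, and camera gave an adjusted p of 0.124.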

Using MSET and a database of known transcriptional regulators in mice, the Animal Transcription Factor Database, we found significant enrichment of postpartum NAC for transcriptional regulators (*p* < 0.00001). A total of 128 genes that contribute to transcriptional regulation were found within significant postpartum array results (~12% of all genes). 

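Of the transcriptional regulators that the study lists, more rose than fell in postpartum NAC. Of 141 measured genes of transcriptional regulation in Supplementary Table 5, 65 rose and 20 fell. Their log2 fold changes ran from -0.36 to 0.77 with a median of 0.15. Because the table lists genes called on these arrays, neither the 127 genes adjusted over the list alone nor the balance of directions is independent evidence. Over all annotated genes, 382 rose and 239 fell.
Immediate early genes, which neuronal activity induces within minutes, were fixed as a list of 27 before the arrays were analyzed. Of these, 10 rose and none fell, and the mean of the list was 0.27 higher on the log2 scale (exact permutation p = 0.00866, 5 of 6 postpartum arrays above all virgin arrays). Besides transcription factors the genes that rose included Dusp1, a phosphatase of MAP kinases, which went from 894 ± 85.0 to 1107 ± 69.5 (SD, n = 6 each, log2 fold change 0.31, standard error 0.07). Random sets of 27 genes held 0.744 called genes, and 10 gave a gene-label permutation p = 0.0001, the smallest that 10000 sets allow. The camera call (adjusted p = 8.47e-12) was lost with an estimated correlation (adjusted p = 0.213). The count adjusted over the list alone was 10. The article names 8 of the 27 genes, 7 of them among the 10 that rose, and 3 of the other 19 were called (permutation p = 0.0157). The list was written after lines of Supplementary Table 1 had been seen, so the other 19 were not chosen blind and their p is not independent evidence. In fits chosen after these results, the mean difference was 0.19 (95% confidence interval 0.02 to 0.36) and 5 genes were called with the mean of cortical neuron markers as a covariate, 0.23 (-0.06 to 0.51) and 2 genes with that of interneuron markers, and 0.14 (-0.07 to 0.35) and 1 gene with that of shared medium spiny neuron markers, so the rise of the list is not separated from the cell makeup of the punches.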

A list of these genes along with additional transcriptional regulation genes from NIH DAVID is provided in Supplementary Table 5. 

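Of the genes of histone deacetylation complexes, Sap30, Nrip1, Hdac4 and Hdac5 rose in postpartum NAC. Sap30, a subunit of the Sin3 corepressor complex, rose from 354 ± 15.01 in virgin mice to 424 ± 25.7 in postpartum mice (SD, n = 6 each), a log2 fold change of 0.26 (standard error 0.05, limma p = 0.000313, exact permutation p = 0.00216). Nrip1, a corepressor of nuclear receptors, rose by 0.34 (standard error 0.09, limma p = 0.00353, exact permutation p = 0.0108), and without postpartum replicate 4, which lay below the rest of its group, the other 5 all exceeded the virgin arrays. Hdac4 rose by 0.18 (standard error 0.06, limma p = 0.00723, exact permutation p = 0.00216) and Hdac5 by 0.17 (standard error 0.05, limma p = 0.00466, exact permutation p = 0.00433). Suds3, another Sin3 subunit, differed by 0.07 (standard error 0.04, limma p = 0.0804, exact permutation p = 0.00216).
Of the acetyltransferase complex genes, Taf12 rose by 0.20 (standard error 0.06, limma p = 0.00886, exact permutation p = 0.0152). Ep300, an acetyltransferase, was higher by 0.09 (limma p = 0.0251, exact permutation p = 0.00216) and Yeats4 by 0.12 (limma p = 0.0248, exact permutation p = 0.00216), while Eny2 was lower by -0.14 (limma p = 0.0125, exact permutation p = 0.00866) and Morf4l1 by -0.25 (limma p = 0.0102, exact permutation p = 0.00866). On the linear intensities Suds3, Ep300, Yeats4, Eny2 and Morf4l1 had limma p from 0.000187 to 0.00796. Of 17 measured histone deacetylases and acetyltransferases fixed beforehand, 2 rose, none fell and 15 did not pass (gene-label permutation p = 0.0804, 0 genes adjusted over the list alone). Of 156 measured genes with the acetylation keyword in Supplementary Table 5, 54 rose and 15 fell, 126 when adjusted over the list alone, which is not independent evidence in a list chosen on these arrays.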

NIH DAVID analysis also revealed enrichment for acetylation (172 genes), histone deacetylation complex (genes included: *Hdac4*, *Hdac5*, *Nrip1*, *Morf4l1*, *Sap30*, and *Suds3*) and histone acetyltransferase complex (genes included: *Ep300*, *Taf12*, *Yeats4*, *Eny2*, and *Morf4l1*) (see Supplementary Table 5). 

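Nr1d1, a heme-binding repressor of the circadian clock also called Rev-erb alpha, fell in postpartum NAC, and every postpartum array lay below every virgin array. Its intensity was 1980.2 ± 141 in postpartum and 2481 ± 200.0 in virgin mice (SD, n = 6 each), which is 20.1% lower, with a log2 fold change of -0.32 (standard error 0.07, limma p = 0.000406, exact permutation p = 0.00216, the smallest that 6 against 6 allow). Cry1, another clock repressor, was higher by 0.20 on the log2 scale (standard error 0.07, limma p = 0.0105, exact permutation p = 0.0195), and Csnk1e, a kinase of the PER proteins, by 0.09 (standard error 0.04, limma p = 0.0493, exact permutation p = 0.013). Npas2, a partner of Arntl, was lower by -0.13 (standard error 0.05, limma p = 0.0267, exact permutation p = 0.0173). On the linear intensities these 3 genes had limma p of 0.00778, 0.00662 and 0.00975.
Of 19 measured core clock and clock output genes fixed beforehand, 1 fell, which was Nr1d1, none rose and 18 did not pass, Per2 being named only through Supplementary Table 1 and left out of the count. The list mean differed by 0.01, without a common direction (camera adjusted p = 0.303), and 1 gene passed when adjusted over the list alone. Fry found changes in either direction (mixed adjusted p = 0.0056).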

KEGG pathway analysis via NIH DAVID identified enrichment for circadian rhythm and the genes identified were: *Csnk1e*, *Cry1*, *Npas2*, *Nr1d1*, *Per1*, and *Per2*.

### qPCR analysis of a subset of genes

Genes of interest for real-time qPCR confirmation were selected based on biological importance and concordance with recent studies in other brain regions. 

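On the arrays, Per2 and Uhrf2 rose and Grm3 and Nr1d1 fell in postpartum NAC. Per2 went from an intensity of 423 ± 38.8 in virgin mice to 567 ± 19.5 in postpartum mice (SD, n = 6 each), which is 1.34-fold. Uhrf2, a ubiquitin ligase that binds hydroxymethylated DNA, went from 1067 ± 18.3 to 1173 ± 28.03 (SD, n = 6 each), a log2 fold change of 0.14 (standard error 0.03, limma p = 0.00218, exact permutation p = 0.00216), with all 6 postpartum arrays above all virgin arrays. Grm3, a metabotropic glutamate receptor, went from 2799 ± 190.3 to 2415 ± 214 (SD, n = 6 each), a log2 fold change of -0.21 (standard error 0.07, limma p = 0.00864, exact permutation p = 0.0152). Penk, with 6196 ± 739.9 in postpartum and 7242 ± 448 in virgin mice (SD, n = 6 each), was 14.8% lower. Flt1, a receptor of vascular endothelial growth factor, was higher by 0.16 (standard error 0.06, limma p = 0.0155, exact permutation p = 0.0173), and on the linear intensities its limma p was 0.00763. The reference gene Ywhaz differed by -0.03 (standard error 0.04, limma p = 0.497, exact permutation p = 0.271). PCR values were not analysed here.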

We confirmed array expression changes (*p* < 0.01) via qPCR (all *p* < 0.05) for *Grm3*, *Flt1*, *Penk*, *Nr1d1*, *Uhrf2*, and *Per2* and PCR direction was always the same as array direction (Figure 5). The array decreases in *Fabp7* in NAC were confirmed in a separate study (unpublished observations). 

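On the arrays, Fabp7, a fatty acid binding protein of astrocytes and neural progenitors, fell from an intensity of 4760.1 ± 197 in virgin mice to 3744 ± 569 in postpartum mice (SD, n = 6 each). This is a log2 fold change of -0.36 (standard error 0.09, limma p = 0.00173, exact permutation p = 0.00433), and 5 of 6 postpartum arrays lay below every virgin array. Of 12 measured astrocyte markers, none rose or fell at limma p under 0.01 on the log2 scale. Their mean was 0.07 higher on the log2 scale (camera adjusted p = 0.0282, or adjusted p = 0.461 with an estimated correlation), which is the opposite direction to Fabp7. Aldoc, an astrocyte enzyme, was higher by 0.16 (standard error 0.05, limma p = 0.0123, exact permutation p = 0.013). On the linear intensities it passed with a limma p of 0.00478, as did Glul, another marker, with 0.00752.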

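On the arrays, Oprk1 fell from an intensity of 978 ± 117 in virgin mice to 772 ± 94.5 in postpartum mice (SD, n = 6 each), a log2 fold change of -0.34 (standard error 0.10, limma p = 0.00459, exact permutation p = 0.013), and all 6 postpartum arrays lay below the virgin median. Dscam, a cell adhesion molecule of axon guidance, rose from 828 ± 55.5 to 946 ± 67.7 (SD, n = 6 each), a log2 fold change of 0.19 (standard error 0.06, limma p = 0.00942, exact permutation p = 0.0108). Grm7, a presynaptic glutamate receptor, was at 1345 ± 71.6 in postpartum and 1353 ± 81.3 in virgin mice (SD, n = 6 each), a log2 difference of -0.01 (standard error 0.05, limma p = 0.896, exact permutation p = 0.9). This value comes from the Grm7 probeset with the highest mean intensity, and a second, dimmer Grm7 probeset was lower, with a log2 fold change of -0.32 (standard error 0.06) that passed p under 0.01 by limma. Of 21 measured glutamate receptor genes 1 fell, Grm3, and none rose.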

We did not confirm *Grm7*, *Oprk1*, or *Dscam* (*p* > 0.05). 

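Pdyn was lower in postpartum NAC, with an intensity of 1229.9 ± 291 against 1577 ± 194 in virgin mice (SD, n = 6 each), a log2 fold change of -0.38 (standard error 0.14, limma p = 0.0218, exact permutation p = 0.0411). Drd1 was at 1471 ± 249 in postpartum and 1860.3 ± 257 in virgin mice (SD, n = 6 each), a log2 fold change of -0.34 (standard error 0.12, limma p = 0.0155, exact permutation p = 0.0346). In both genes 3 of 6 postpartum arrays lay below every virgin array. Both are expressed by the medium spiny neurons of the direct pathway, and the other markers of these cells that were measured moved the same way on average. Of 7 measured D1 medium spiny neuron markers, Pdyn and Drd1 included, 1 fell, which was Chrm4, none rose and 6 did not pass. The mean of the list was -0.21 on the log2 scale (camera adjusted p = 0.0252, or adjusted p = 0.399 with an estimated correlation), and 1 gene passed when adjusted over the list alone. Of 13 measured dopamine signaling genes none passed limma p under 0.01.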

We also confirmed via qPCR (*p* < 0.05) expression changes for genes with array *p*-values between 0.01 and 0.03 that have strong connections to addiction and reward, including *Pdyn* (array *p* = 0.026) and *Drd1a* (array *p* = 0.016; Figure 5). Further, elevated *Oxtr* (array *p* = 0.07) and decreased *Pde4b* (array *p* = 0.043) were confirmed as significant in postpartum NAC increases using qPCR (*p* < 0.05) (not shown). 

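On the arrays, Oxtr, the oxytocin receptor gene, was higher by 0.48 on the log2 scale in postpartum NAC (standard error 0.26, limma p = 0.0878, exact permutation p = 0.106), at 339 ± 77.7 against 250.1 ± 86.8 in virgin mice (SD, n = 6 each). The gene did not pass at 0.01 or 0.03, although 5 of 6 postpartum arrays lay above the virgin median. Pde4b, a cAMP phosphodiesterase, was lower by -0.10 (standard error 0.05, limma p = 0.0853, exact permutation p = 0.0584), at 1798 ± 74.0 against 1929.5 ± 129.9 (SD, n = 6 each), and all 6 postpartum arrays lay below the virgin median. Of 7 measured receptors of maternal hormones, none passed limma p under 0.01 on the log2 scale. Their list mean was 0.09 higher (camera adjusted p = 0.441), and 0 genes passed when adjusted over the list alone. Nr3c2, the mineralocorticoid receptor, was lower by -0.13 (standard error 0.05, limma p = 0.0194, exact permutation p = 0.013), and passed on the linear intensities (limma p of 0.00481).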

Primer information on tested genes can be viewed in Supplementary Table 6.

**Figure 5:**
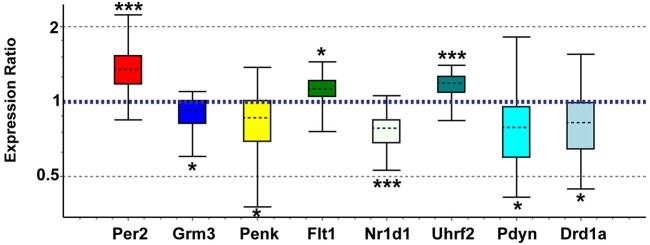
**Quantitative real-time PCR confirmation of expression changes for genes of interest in maternal NAC compared to virgin**. Relative expression distribution (Y-axis) represented as a ratio of postpartum vs. virgin (*n* = 10 per group) normalized against two references genes, *Ppia* and *Ywhaz*, and shown by box-and-whisker plots as medians (black dashed lines), interquartile ranges (boxes), and ranges (whiskers). Ratios over 1 indicate genes that are more highly expressed in postpartum NAC than in virgin, while ratios less than 1 indicate genes with lower expression in postpartum females. *p < 0.05; ***p < 0.001.

### WGCNA analysis

We additionally used WGCNA to identify modules of genes that cluster together based on co-expression. This approach can provide indirect insight into transcriptional regulatory networks. To investigate a possible role for transcription factors in the coordinated expression of this gene network, expression correlations for transcription factors found within two modules were visualized in Cytoscape. 

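Across the 12 arrays, Nr1d1 was correlated with Penk (Pearson r = 0.895, permutation p = 2e-05, adjusted p = 0.00036, Spearman rho = 0.923, permutation p = 8e-05). With Grm3 it had r = 0.867 (permutation p = 0.00038, adjusted p = 0.000912) and rho = 0.895 (permutation p = 0.00027). Intensities of all 3 genes are lower in postpartum NAC, which by itself adds to a correlation over both groups. After subtracting each group's mean, r was 0.830 for Penk (permutation p = 0.00021, adjusted p = 0.0126) and 0.702 for Grm3 (permutation p = 0.0138, adjusted p = 0.0373). Without the 2 arrays farthest from the median of Nr1d1, the pooled r was 0.824 for Penk and 0.803 for Grm3. Within the 6 postpartum arrays r was 0.859 for Penk (exact permutation p = 0.0181) and 0.662 for Grm3 (exact permutation p = 0.143). Within the 6 virgin arrays it was 0.936 (exact permutation p = 0.00417) and 0.773 (exact permutation p = 0.0694). In all, 60 pairs of genes were examined, and adjusted p refers to these 60.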

As seen in Figure 6, *Nr1d1* (in blue module) may have an important role in transcriptional regulation of some postpartum genes, including *Penk* and *Grm3*. 

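The clock repressor genes Cry1, Per1 and Per2 were correlated with each other across the 12 arrays, with Pearson r of 0.832 for Cry1 and Per1 (Spearman rho 0.769), 0.885 for Cry1 and Per2 (rho 0.811) and 0.808 for Per1 and Per2 (rho 0.734). Permutation p of r adjusted over 60 pairs were 0.00198, 0.00085 and 0.00257. After each group's mean was subtracted, r was 0.663, 0.845 and 0.561, with permutation p of 0.0186, 0.00318 and 0.0399 before adjustment and 0.0386, 0.0265 and 0.0664 after it. Without the 2 arrays farthest from the median of the first gene, the pooled r was 0.762, 0.814 and 0.7503. The correlations were not alike in the 2 groups, although that difference was not tested. The median r of the 3 pairs was 0.926 within the virgin arrays and 0.403 within the postpartum arrays, where no pair had an exact permutation p under 0.25.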

Other circadian transcriptional regulators, including *Cry1*, *Per1*, and *Per2* (turquoise module), and genes they may regulate in the postpartum state are also shown in Figure 6. A subset of transcriptional regulators, including *Fosb*, *Jun*, *Egr1*, *Ar*, *Dmtf1*, *Nr4a3*, *Nr4a1*, *Ncoa7*, *Egr2*, *Hdac5*, and *Irf2* are themselves clustered together and are indicated to act as a network to regulate ~100 postpartum genes (Figure 6).

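Nr4a1, Nr4a3 and Egr2 had the largest rises of these regulators in postpartum NAC. Nr4a1, an orphan nuclear receptor and immediate early gene, rose from an intensity of 1051 ± 157 in virgin mice to 1685 ± 252 in postpartum mice (SD, n = 6 each), a log2 fold change of 0.68 (standard error 0.12, limma p = 0.000156, exact permutation p = 0.00433). Nr4a3 rose by 0.77 (standard error 0.20) and Egr2 by 0.60 (standard error 0.17). Egr1 rose from 1561 ± 182 to 1976 ± 178 (SD, n = 6 each), Jun by 0.31 on the log2 scale (standard error 0.09) and Dmtf1 by 0.21 (standard error 0.06). Ncoa7, a nuclear receptor coactivator, was higher by 0.16 (limma p = 0.0134, exact permutation p = 0.0152) and Irf2, an interferon regulatory factor, by 0.15 (limma p = 0.0146, exact permutation p = 0.0152). The linear intensities gave limma p of 0.00561 and 0.00588 for these 2.
All 55 pairs of the 11 genes were positively correlated across the 12 arrays, with a median Pearson r of 0.837 (0.586 to 0.948) and a median Spearman rho of 0.846, and all 55 had a permutation p under 0.05 after adjustment over 60 pairs. After subtracting each group's mean the median r was 0.624 (0.145 to 0.868), all 55 were still positive, and 28 passed. Without the 2 arrays farthest from the median, the median pooled r was 0.812. The median r was 0.782 within the postpartum and 0.549 within the virgin arrays. The genes were grouped by the study for their correlation on these arrays, so the correlation is not independent evidence of a network.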

**Figure 6:**
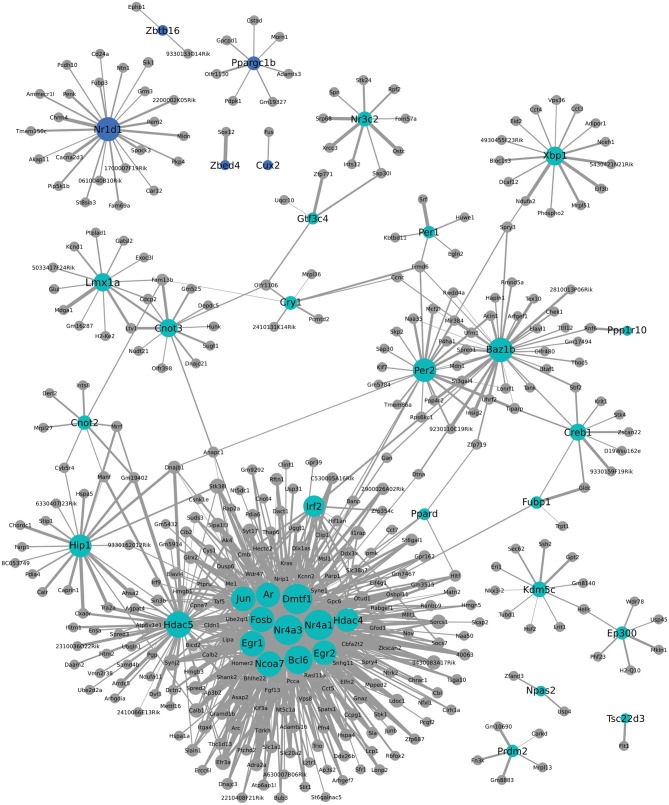
**Weighted Gene Coexpression Network Analysis network of transcription factors and genes with highly correlated expression changes in postpartum NAC**. Within the gene module identified by WGCNA as having highly correlated expression, transcription factors (light blue or blue circles with black labels) are visualized in relation to other module genes. The significance of the correlation is indicated by the width of the line, with thicker lines reflecting more significant correlation.

## Discussion

In this study we find evidence that the large-scale gene expression changes in NAC in postpartum females include numerous genes linked to addiction and reward. The finding is consistent with NAC’s role in addiction or reward/incentive related behaviors and that offspring are highly rewarding to mothers (see Section Introduction). The novelty of this study is the identification of over a hundred addiction/reward-related genes that are recruited and likely promote the emergence of a new natural reward, the offspring. The finding of multiple postpartum NAC genes that are involved in CNS plasticity and development is consistent with findings in other maternal brain regions and suggests the maternal brain may be a developmental endpoint. That a number of genes with altered expression are involved in transcription regulation provides a means for understanding how the maternal NAC is produced as does the WGCNA analysis that locates coexpression modules. The links of maternal NAC expression to some mental health disorders is similar to recent findings in other regions and has multiple implications as discussed below.

### Genes with altered expression in postpartum NAC linked to addiction and reward

One of the most striking findings of the present study was the high enrichment of significant postpartum NAC genes with multiple databases with genes linked to addiction, dependency, and reward. Further when all genes from all the databases were brought together or genes that appeared in two or more lists were brought together to make novel databases, the significant enrichment was also found using MSET (Figure 2A). Although *p* < 0.01 is a typical array cutoff, we confirmed via qPCR genes with *p*-values less than 0.03, but greater than 0.01, including *Drd1a* and *Pdyn*. We also confirmed decreased *Pde4b* and elevated *Oxtr* via qPCR although the respective array *p*-values were 0.043 and 0.07. *Oxtr* is of interest because of previous work showing a positive association of the receptor in NAC to maternal care (Olazabal and Young, 2006). Together, these findings and those of other arrays (Saul et al., 2012; Zhao et al., 2012b) suggested that a number of genes with *p*-values above 0.01 have biologically meaningful expression changes. To provide a broader survey of large scale changes we also tested for enrichment using MSET for genes with array *p* < 0.03. Again, significant enrichment of postpartum NAC genes with databases for addiction was found and a list of those genes is provided in Supplemental Table 2. The addiction/reward databases used in this study are independently curated and it is possible that the evidence for some of the genes is weak and they may prove to have little contribution to reward processes. However, it is also possible that some lesser known genes are included in these lists that do play an important role in addiction/reward processes. If we and others continue to find associations with such genes, it is possible that these previously unnoticed, but important genes, will now receive attention.

The idea of the postpartum NAC being in a new natural reward state was supported by ToppCluster analysis that found significant links of postpartum NAC genes with genes associated with either nicotine, ketamine, or dronabinol (a synthetic cannabinoid analog; Figure 2B). Modular Single-set Enrichment Test analysis of the one nicotine (GAD) database was significant, but none of the four databases for alcohol were significant. Although it is speculative, aspects of nicotine addiction and dependency appear to have greater similarities to the maternal NAC than does alcohol addiction.

Using an array *p*-value cutoff of 0.03, we identified over a hundred genes that are related to reward/incentive/addiction related processes. One approach to understand this multitude of genes is to evaluate each gene independently and to determine how they interact with one another. Some genes have been well studied in terms of addiction and/or maternal function. For example *Cartpt* (also known as Cart) derives its name from its response to cocaine and amphetamine and is implicated in reward processes (Hurd et al., 1999; Rogge et al., 2008). Further, Cart expression in NAC is modulated by pup cues in rat mothers (Mattson and Morrell, 2005). *Creb1* (also known as Creb) and variants of *Fosb*, including delta Fosb, are involved in addictive responses (McClung and Nestler, 2003) and maternal care is disrupted in *Fosb* mutant mice (Brown et al., 1996). *Drd1a* (also known as Drd1) is involved in addictive responses (Comings et al., 1997; Le Foll et al., 2009) and maternal care in rats (Parada et al., 2008) and humans (Mileva-Seitz et al., 2012). Genemania provides gene connections based on numerous datasets, including coexpression and physical interactions. As shown in Figure 3, some interesting links occur between these genes and Genemania identifies additional genes (in gray) that may act as mediators between the focus genes. *Nr1d1* (also known as rev erb alpha) was not in any of the five addiction databases, but it is significantly downregulated in maternal NAC and recent studies are beginning to suggest an important role for this gene in addiction and reward related behaviors (Belluardo et al., 2005; Wang et al., 2008; Piechota et al., 2012; Wongchitrat et al., 2013). *Nr1d1* is a transcriptional factor integral to function of circadian rhythm genes and to mental health disorders (see below). As seen in Figure 3, *Nr1d1* is tightly linked to other addiction related gene and as highlighted by WGCNA analysis, it may be a critical transcriptional regulator in the maternal brain. It is possible that *Nr1d1* may provide a newer avenue for understanding the strong link between mental health disorders and the likelihood of addiction, but this would need to be addressed in subsequent studies.

Nucleus accumbens is a central region in reward related behaviors, but it is part of a network and it will be valuable to understanding of how modifications of NAC are coordinated with other regions. Further, NAC includes both core and shell regions (Kelley and Berridge, 2002) and a detailed understanding of how gene expression changes in NAC are manifested in terms of subregions will be important for future work on natural shifts in reward. Further, how genes are expressed in given cell types is of great importance. For example, while *Fabp7* is found mostly in glial cells along with neural progenitors (Matsumata et al., 2012; Yun et al., 2012),* Penk* is clearly neuron-specific. A detailed understanding of gene expression changes within cell subtype will also be key to moving our understanding forward.

In this study we avoided any maternal testing as tests themselves can alter gene expression. All pups were healthy at the time of tissue collection, indirectly indicating that maternal care, including nursing, was sufficient. However, variance in levels of maternal care has been documented in rats and mice (Champagne et al., 2003, 2007) and even with seemingly similar maternal profiles, the reward responding can differ significantly among mothers at day 10 in rats (Mattson et al., 2003). Reward responding to pups is high on day 8 in rats and shifts away from offspring at day 10 and beyond as they mature (Mattson et al., 2001). In this study we evaluated female mice on postpartum day 7 when it would be expected that reward responding to pups was still high. Because we did not test for reward responding in this study, we cannot draw any direct conclusions, but suggest that the composite brain changes we observed in postpartum NAC correspond to the composite changes that occur in reward responding at this time (even though individual differences may occur). It would be of interest in future work to evaluate how individual differences in maternal reward responding may relate to individual differences in some of the highlighted genes.

The magnitude of gene expression change observed in this study is consistent with those in other postpartum brain studies (Gammie et al., 2005; Xiao et al., 2005; Zhao et al., 2012b; Eisinger et al., 2013b, 2014; Driessen et al., 2014a), suggesting the findings are real and biologically significant. Further, in the previous array studies and here, the magnitude of change assessed using qPCR matches that of the array, suggesting a significant and real biological level of change. In recent work, we found protein level changes also to be significant and to match those of mRNA analysis for glutamic acid decarboxylase in lateral septum (LS; Zhao et al., 2012a) and for *Nr1d1* and *Fabp7* in multiple brain regions (unpublished observations). Although the changes may not appear as dramatic as those found using cell cultures, they are similar to a wide range of other studies on manipulations (e.g., knockout, drug treatment, exercise, or aging) in the CNS (Piechota et al., 2010; Kohman et al., 2011; Kõks et al., 2011). Thus, the 21% decrease in Nr1d1, a transcription factor, would be expected to have an important effect. Given the fine-tuned nature of the CNS, even a 10% change of a gene could be expected to have a biologically significant effect, but the effect of any change would need to be tested directly.

### Postpartum NAC genes involved in transcriptional regulation

One notable feature of postpartum NAC genes was the large number involved in transcriptional regulation. This was seen with both MSET analysis using a transcriptional database and with NIH DAVID pathway analysis. One-hundered and fifty-three genes with an array *p* < 0.01 are involved in transcriptional regulation (Supplementary Table 5). WGCNA analysis provides indirect information on which of these transcriptional regulators may be contributing most to altered expression of other genes. Interestingly, *Nr1d1* (Figure 6) was identified as a possible key regulator of other maternal genes such as *Penk* and *Grm3*. Other circadian transcriptional regulators, including *Cry1*, *Per1*, and *Per2* were part of a different module, but also suggested to regulate some postpartum genes. As also seen in Figure 6, a large number of postpartum genes were suggested to be regulated by a small subset of transcriptional regulators, including *Fosb*, *Jun*, *Egr1*, *Ar*, *Dmtf1*, *Nr4a3*, *Nr4a1*, *Ncoa7*, *Egr2*, *Hdac5*, and *Irf2*. Weighted Gene Coexpression Network Analysis provides a starting point for investigating how natural changes in NAC occur. Whether or to what extent the transcriptional modules produced by WCGNA reflect how the postpartum NAC is produced can be evaluated in subsequent studies.

### Genes with altered expression in postpartum NAC enriched for genes linked to mental health disorders

Postpartum NAC gene expression showed particularly high enrichment for BPD (three of three databases), schizophrenia (five of five databases), and depression (two of three databases). Autism showed modest enrichment (three of seven databases). Together, this profile is similar to that recently found for postpartum mPFC, whereby schizophrenia and BPD showed the strongest enrichment (Eisinger et al., 2014). One explanation for such enrichment is that the same genes that are actively regulated to produce a maternal phenotype are also ones that can be dysregulated in a mental health disorder. As an example, it could be possible that hundreds of genes have altered expression to elevate sociability and bonding in a mother, but if those same genes are dysregulated, then decreases in sociability or bonding could occur. For most mental health disorders, deficits in sociability are an endophenotype. Another view is that hundreds of genes are needed for the complex maternal phenotype, but if any of those changes go amiss, then a disorder could occur. This outlook is consistent with the finding of increased risk in mothers for depression, BPD, and postpartum psychosis (with connections to schizophrenia) (Brockington, 2004; Sit et al., 2006; Spinelli, 2009; Maina et al., 2014). Among genes of interest with high links to mental disorders are *Grm3*, *Fabp7*, and *Nr1d1*. Recent work suggests *Nr1d1* regulation of *Fabp7* expression (Schnell et al., 2014b) and as indicated above, a role for *Nr1d1* in addictive and reward related processes are now being established. Whether *Nr1d1* could play an integral role in the high rates of addiction in those with mental health disorders is an interesting, but untested hypothesis. How to interpret or understand the links of the maternal brain genes with those for mental health disorders will take time to determine, but knowledge of shared genes can help inform both our view of the maternal brain, but also of how mental health disorders occur.

### Enrichment of developmental processes within postpartum NAC

A number of postpartum NAC genes were found to be linked to CNS plasticity and development via NIH DAVID. These processes included axon growth, axonogenesis, neurogenesis, and neuron differentiation. The finding of enrichment for CNS plasticity and development is similar to our recent postpartum microarray findings for LS, medial preoptic area (MPOA) and mPFC (Eisinger et al., 2013b, 2014; Driessen et al., 2014a). These cumulative findings suggest the maternal brain represents a developmental endpoint and are consistent with previous work demonstrating CNS plasticity in lactating females (Gregg et al., 2007; Kim et al., 2010; Leuner and Gould, 2010; Lévy et al., 2011). Differentiation and plasticity can occur in the absence of neurogenesis or gliogenesis and it is possible that many of the postpartum CNS developmental events are occurring within intact cells as opposed to within newly generated cells. For example, decreases of *Fabp7* can lead to altered identity of cells expressing *Fabp7*, but also of neighboring cells (Owada, 2008; Boneva et al., 2011; Kipp et al., 2011; Mitchell and Hatch, 2011). The extent of CNS plasticity is likely quite large, but focused studies would be needed to help untangle how specific gene expression changes translate into function CNS changes.

### One model for the emergence of reward and addiction to offspring with a focus on opioids

As detailed in the Introduction section, a large body of work has highlighted the maternal state as involving and increases reward responding to offspring. Although we highlight numerous genes in NAC that may contribute to the maternal phenotype, some of these are particularly noteworthy. 

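Among 8 measured opioid peptide and receptor genes, Oprk1 fell in postpartum NAC, and Penk and Pdyn were lower at the wider threshold of the study. The paper's PCR found the changes of Penk and Pdyn again, but not that of Oprk1. In the same arrays the markers of medium spiny neurons, the projection neurons that make up most of NAC and express both peptides, were lower too. Of 10 measured markers shared by these neurons, none of them an opioid gene, all 10 were lower, and 1 passed limma p under 0.01, Rgs9. Foxp2 was lower by -0.31 on the log2 scale (standard error 0.11, limma p = 0.0138, exact permutation p = 0.0281) and Foxp1 by -0.18 (standard error 0.07, limma p = 0.0303, exact permutation p = 0.039). The mean of these markers was -0.17 (exact permutation p = 0.0281), with 3 of 6 postpartum arrays below every virgin array. That of D2 medium spiny neuron markers, Penk included, was -0.13 over 6 measured genes (exact permutation p = 0.141). The mean of the opioid list was also -0.13 (exact permutation p = 0.0216), and 1 gene passed when adjusted over the list alone. Adjusted over the lists, the permutation p of these 3 means were 0.116, 0.244 and 0.102.

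**Figure D2:**
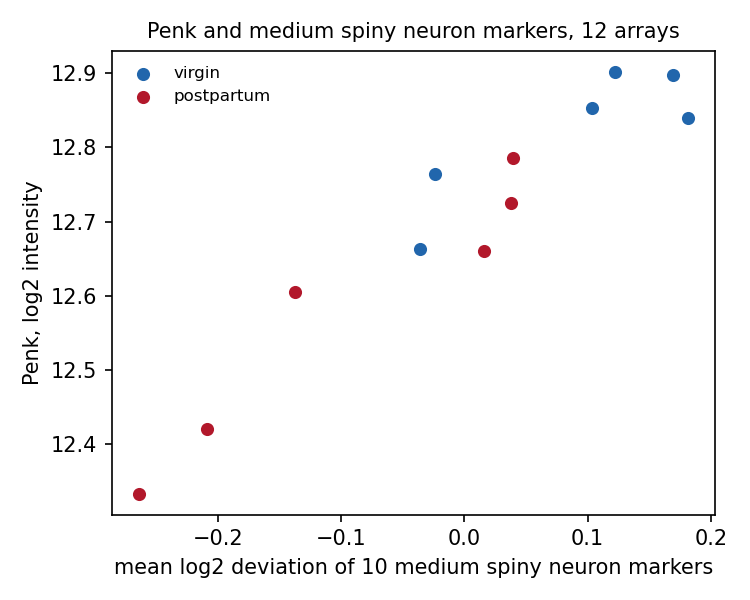
Log2 intensity of Penk in each of 12 arrays against the mean log2 deviation of 10 shared medium spiny neuron markers in the same array, for 6 virgin and 6 postpartum arrays. The 3 postpartum arrays with the lowest marker means have the lowest Penk values.

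By camera the shared markers had an adjusted p of 3.14e-05, the opioid list of 0.0336 and the D2 markers of 0.0282. With an estimated correlation these calls were lost (adjusted p = 0.378 for the shared markers, adjusted p = 0.26 for the opioid list and adjusted p = 0.425 for the D2 markers).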

In postpartum NAC, both endogenous opioids, *Pdyn* and* Penk*, show highly significant decreases in expression. Further, these postpartum decreases of *Penk* and *Pdyn* are also found in mPFC and in LS (Eisinger et al., 2013b, 2014). Normally, the decreases of endogenous opioid signaling in NAC and associated regions would be associated with a decreased ability of reward responding (Kelley and Berridge, 2002; Koob and Volkow, 2010). Interestingly, MPOA has significant increase in *Penk* (Driessen et al., 2014a) and MPOA is considered a critical maternal brain region. One model, then, is that in the transition to motherhood there is a general decrease in reward (via decreased endogenous opioids) for other rewarding natural stimuli. However, because MPOA enkephalin is elevated, there is now a heightened rewarding effect of any maternally related signal. A role for endogenous opioids in maternal care has previously been suggested (Panksepp et al., 1994) and here a new insight may be that rewards from other signals are reduced in mothers, while rewards from offspring are enhanced. In earlier work we found elevated enkephalin in a large tissue region that included both hypothalamus and MPOA (Gammie et al., 2005). Likewise, it is possible that increases in *Penk* from feeding associated regions, such as arcuate nucleus, has the similar effect so that in the maternal state, offspring and eating are the primary forms of reward type signaling. Although this is speculative, it does provide a testable model for how a natural switch in reward and addiction can occur with a focus on opioids.

### Circadian rhythm and acetylation genes

Circadian rhythms are intertwined with multiple processes, including addictions and mental health disorders, for recent reviews, see Damaggio and Gorman (2014), Landgraf et al. (2014) and Schnell et al. (2014a). We found enrichment for circadian rhythm genes and those included: *Csnk1e*, *Cry1*, *Npas2*, *Nr1d1*, *Per1*, and *Per2*. *Nr1d1* is of particular interest because it is a transcription factor that interacts with clock proteins (Ueda et al., 2005). Also, *Nr1d1* has now been found to be reliably and significantly reduced in four maternal brain regions, NAC, mPFC, MPOA, and LS (Eisinger et al., 2013b, 2014; Driessen et al., 2014a), suggesting its downregulation is critical for production of the maternal brain. We also found enrichment for genes related to acetylation events and some of these may have relevance to a recent finding for involvement of deacetylation in supporting gene expression and maternal care in mice (Stolzenberg et al., 2014) and acetylation processes in gene expression and pair bonding in prairie voles (Wang et al., 2013).

### Concluding remarks

In this study, we evaluate for the first time large scale gene expression changes that occur in NAC in mothers when pups have become highly rewarding. Using bioinformatics tools we find enrichment for genes involved in addiction and reward using multiple independently curated databases. A novelty of this study is the identification of over a hundred addiction/reward-related genes that are likely recruited and promote the emergence of a new natural reward, the offspring. Interestingly, in rodents, the rewarding properties of pups begins waning about half way through lactation (Seip and Morrell, 2007), so the maternal rodent brain provides an example of how an animal can both increase and lessen a natural reward. Further, mothering decreases the rewarding properties of drugs (Mattson et al., 2001, 2003; Ferris et al., 2005), so it is possible that insight from the maternal NAC could provide new insights into how to mitigate addictions.

## Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

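RNA from the NAC of 6 postpartum and 6 virgin mice was measured on 12 Mouse Gene 2.0 ST arrays, 1 mouse per array. The condition and number of each array were taken from the submitters' labels, which match the design in the article. The authors made the intensity values from the scanned arrays with PLIER, for which the article names Expression Console and the submitters' notes name Affymetrix Power Tools 1.12.0, and deposited 1 normalized intensity per probeset and array on a linear scale. All 12 arrays held 41345 probesets and no other column of values. Intensities of zero occurred in 450 probesets and intensities under 1 in 914. Scanned images and probe values were not used here.

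The intensities were raised to a floor of 1 and converted to log2, so a fold change of a very dim probeset is understated. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes without trend), with Benjamini and Hochberg adjustment over all probesets. The thresholds were those of the article, an unadjusted p under 0.01 and a second one under 0.03, and an adjusted p under 0.05. In the design the test of unique genes at the second threshold was written with the first threshold by mistake, and 0.03 was used. The article states limma without naming the scale, so the fit on linear intensities is among the alternatives. Two-sided exact permutation tests of log2 values over all splits of the 12 arrays into 6 and 6 are given for single genes and list means. Tested on simulated data with 200 of 41345 probesets changed, the fit passed 435 unchanged probesets at p under 0.01 and 3 at adjusted p under 0.05. The 200 were drawn from probesets of above-median mean, with independent normal noise for each probeset and array.

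Probesets were named by the platform annotation where it gives a single gene, and the brightest probeset over all arrays stood for a gene. Of 58 genes taken from the article, 50 were named in this way, 5 through Supplementary Table 1 and 3 were not named. Values of 2 of these genes are not reported here. The text names, by a rule fixed before the data were examined, every gene of the article's Results and of Figure 3, the reference genes, the 10 annotated genes with the largest rise and the 10 with the largest fall (p under 0.01, mean above the median, 6 values of one group beyond at least 5 of the other), and up to 4 genes of smallest p per list. Ahsa1 and Calr, like the other list members named beside the supplementary tables, come under the last part of the rule, and which of them stands beside which table was chosen after their values were seen. Lines of Supplementary Table 1 had been seen when the rule and the lists were written.

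Of 34 gene lists 33 had measured members, and the list of blood genes had none. They cover the clock, immediate early genes, ERK feedback, heat shock proteins, endoplasmic reticulum chaperones, glucocorticoid-responsive genes, RNA-binding proteins, histone deacetylases and acetyltransferases, opioid, dopamine, glutamate and GABA genes, maternal hormone receptors, prolactin and cytokine feedback, cholesterol synthesis, ribosomal proteins, oxidative phosphorylation, addiction and reward, synapses, arthritis and immunity, and 13 measured kinds of cell markers. Each was tested with camera (preset correlation 0.01, and an estimated correlation), with fry, and by a count of called members against 10000 random sets of genes of the same size, called a gene-label permutation in the text. Adjustment was over the lists. Genes listed in Supplementary Tables 2 to 5 were counted by direction only, since the study selected them on these arrays. Correlations are Pearson's r and Spearman's rho of log2 values with permutation p (100000 resamples over 12 arrays, exact within a group).

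Alternatives set beforehand were quantile normalization, centring each array on its median, linear intensities, log2 of the intensity plus 16, probesets above the median only, a variance trend, robust eBayes, array weights, replicate numbers as blocks, each array left out in turn, other rules for the probeset of a gene, and other backgrounds, thresholds and correlations of the list tests. Cell marker scores as covariates, leaving out probesets with a value under 1 or the 2 arrays of lowest correlation, and the repeats of the addiction list were added after the results had been seen. The first component of the cell markers as a covariate was added after the arrays had been looked at, before its own result. A gene that passes under neither of 2 settings counts as alike under both. The databases and tools behind the article's enrichment, clustering and network analyses, and the PCR values, were not used here.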

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

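The genes and lists examined here are the 33 measured lists and 55 genes named by the article, each within both groups of 6 arrays. Within a group, an array was singled out when its gap to the nearest other array, as a share of the group's range, was above Dixon's critical value for 6 values, which happens by chance in about 1 of 20 groups. Of 176 groups of values 17 passed.

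Virgin replicate 3 stood apart for the means of the glucocorticoid-responsive genes (0.682), the astrocyte markers (0.686) and the textbook addiction and reward list (0.658), and for Adra2a (0.669), Homer2 (0.661), Kcnj6 (0.839), Npy1r (0.691) and Nr4a2 (0.814). Postpartum replicate 4 stood apart for the mean of the maternal hormone receptors (0.629) and for Kcnj9 (0.720), Nr4a2 (0.647), Nrip1 (0.739) and Oxtr (0.640). The others were virgin replicate 6 for the cholesterol synthesis genes (0.628), virgin replicate 5 for the oligodendrocyte precursor markers (0.754), postpartum replicate 2 for the microglia markers (0.692) and postpartum replicate 3 for Yeats4 (0.799). Genes and lists share members and arrays, so these are not 17 separate events. Leaving out postpartum replicate 4 gave 1178 probesets at p under 0.01 by limma.

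Higher values were also found in 3 gene groups that the article does not discuss. The mean log2 difference between postpartum and virgin arrays was 0.24 for ERK feedback genes (higher than all virgin arrays in 6 of 6 postpartum arrays), 0.17 for heat shock proteins and co-chaperones (6 of 6) and 0.17 for endoplasmic reticulum chaperones and the unfolded protein response (5 of 6).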

How the results depend on the processing

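The spiny neuron covariate, the 2 arrays left out together and the repeats of the addiction list were chosen after the results had been seen. The covariate from the first component was set after the arrays had been looked at but before its own result, and the other settings here were set beforehand.

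No probeset had an adjusted p under 0.05 by limma on log2 intensities (3685 had an unadjusted p under 0.05). There were 10 on the linear scale, 26 among probesets above the median only, 16 with a variance trend, 3 without the 2 arrays of lowest correlation, and 0 to 1 with each array left out in turn. The count at p under 0.01 stayed within 1.5 times of 951 under the settings run, from 652 with the replicate numbers as a block to 1262 on the linear scale. With each array left out in turn it ran from 713 without virgin replicate 5 to 1178 without postpartum replicate 4. The direction of the calls moved with the scaling. Of the calls 53.7% were higher in postpartum NAC, against 80.5% with each array centred on its median, 64.3% among probesets above the median only and 40.3% with the first component of cell markers as a covariate.

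The replicate numbers are not said to mark pairs, and residuals of same-numbered arrays were correlated by -0.21 to 0.20, so no pairing was used. With the numbers as a block, there were 342 unique genes at p under 0.01 (647 without it), 37 called list members (56 without it) and 9 lists by camera (14 without it). The 5 lists lost with the block by camera were RNA-binding proteins, opioid genes, dopamine genes, D2 medium spiny neuron markers and interneuron markers. By fry with the block, the ERK feedback genes still passed (adjusted p = 0.0342). The heat shock proteins (fry adjusted p = 0.0692) and endoplasmic reticulum chaperones (fry adjusted p = 0.0872) no longer did.

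With the first component of the cell markers as a covariate 33 list members were called, and 21 with the shared medium spiny neuron score. No list passed camera with an estimated correlation (0 of 33). By random sets, 5 lists passed at p under 0.01 of the genes and 10 with genes called at p under 0.03. The median r of the transcription factor pairs was 0.84, and 0.62 after each group's mean was subtracted.

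For the textbook addiction and reward list, the gene-label permutation p of 0.0002 became 0.762 with the genes named in the article left out. The article names genes for their change on these arrays, so this repeat takes away called genes by choice. It cannot show that the list lacks enrichment. With the immediate early genes left out instead, 6 of 65 genes were called (1.81 expected, gene-label permutation p = 0.0098). With each array left out in turn the p of the whole list ran from 0.0001, the smallest that the sets can give, to 0.0659 without postpartum replicate 5, where 4 members were called.

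Of 64 called genes among the 175 named, 25 lost the call with the block and 0 on the linear scale, where 23 others gained it. No named gene reversed its direction in a call under these settings, and for 58 the call changed without some single array.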

Differences from the paper's values

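The paper gives 1052 unique annotated genes at p under 0.01, and 647 were found here. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with each array centred on its median, linear intensities (956), a variance trend, array weights, and without postpartum replicate 4 (803). It did not with quantile normalization, a pseudocount of 16, probesets above the median only, robust eBayes, the replicate block, or without any of the other 11 arrays in turn. The count also depends on the annotation used.

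The paper gives an array p of 0.043 for Pde4b, and limma on log2 intensities gave 0.0853 here (exact permutation p = 0.0584). The value came within 1.5 times of the paper's with quantile normalization, linear intensities (0.0439), a variance trend and without postpartum replicate 4. It did not with arrays centred on their medians, a pseudocount of 16, probesets above the median only, robust eBayes, array weights, the replicate block, or without any of the other 11 arrays in turn.

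On linear intensities, probesets at p under 0.01 numbered 1262 and probesets at p under 0.03 numbered 2743, beside the paper's 1260 and 2740. The 1999 lines of Supplementary Table 1 that were read all match the linear fit within 1 percent in p and in fold, and 30 match the log2 fit in p. The values of the paper are therefore on the linear scale in those lines, and the log2 fit gave the same direction in all 1999.

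Of 49 genes named in the paper with a line there, 39 are under 0.01 in the paper. Of these, 22 were under 0.01 on log2 intensities, 37 were under 0.05, and all 39 were under 0.01 on linear intensities. The paper places Gria1 past its second threshold, and limma p here was 0.113 on log2 intensities and 0.0151 on linear ones (exact permutation p = 0.026). For Grm7 the paper reports a change on the array. The brightest probeset here had a log2 difference of -0.01, and the second probeset, the one in the paper's table, had -0.32 and was under the first threshold.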

Other observations

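The tests of Penk, Pdyn and Drd1 with the spiny neuron and the cortical scores were chosen only after their result had been seen, as were the counts with the spiny neuron score. The splits refitted with covariates were added later still. The covariate from the first component was set after the arrays had been looked at but before its own result, and the remaining tests in this part were set before they were run. The gene lists were written after lines of Supplementary Table 1 with p-values of some members, such as Spry4, Dnajb1 and Hspa5, had been seen, so the tests of the lists are not blind.

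Of 11 genes that ERK signaling induces and that feed back on it, 6 rose in postpartum NAC, none fell and 5 did not pass. Those that rose included Spry4 (log2 fold change 0.52, standard error 0.08), Dusp6 (0.52, standard error 0.12), Spred1 (0.27, standard error 0.06) and Dusp4 (0.22, standard error 0.06). By camera in limma the list had an adjusted p = 1.81e-09, or adjusted p = 0.134 with an estimated correlation, and 8 genes passed when adjusted over the list alone.

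Of 29 heat shock proteins and co-chaperones 9 rose, none fell and 20 did not pass. Those that rose included Dnajb1 (0.34, standard error 0.05), Chordc1 (0.36, standard error 0.07) and Ahsa2 (0.29, standard error 0.05), with 14 adjusted over the list alone (camera adjusted p = 4.22e-15, or adjusted p = 0.134 with an estimated correlation). Of 21 endoplasmic reticulum chaperones and genes of the unfolded protein response 9 rose, none fell and 12 did not pass. Those that rose included Hspa5 (0.37, standard error 0.06), Manf (0.26, standard error 0.06) and Dnajc3 (0.21, standard error 0.05), with 11 adjusted over the list alone (camera adjusted p = 8.47e-12, or adjusted p = 0.213 with an estimated correlation). Of 16 glucocorticoid-responsive genes 2 rose, Zbtb16 and Tsc22d3, none fell, and Sgk1 was higher by 0.33 (standard error 0.11, exact permutation p = 0.0216). That list had a camera adjusted p = 3.14e-05, or adjusted p = 0.26 with an estimated correlation.

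Of 10 interneuron markers 1 rose, Calb2, and the mean was 0.14 higher (exact permutation p = 0.00433, adjusted p = 0.0357 over the lists, and camera adjusted p = 0.24 with an estimated correlation). Of 10 endothelial markers 1 rose, Ly6c1, whose probeset was dim (intensity at percentile 15.1), and the median of the list was 0.06. Mural cell markers, of which none of 6 passed, were lower by -0.20 (exact permutation p = 0.0433, adjusted p = 0.159 over the lists, and camera adjusted p = 0.399 with an estimated correlation), Myh11 by -0.35 (standard error 0.12). Cortical neuron markers differed by 0.13 (exact permutation p = 0.165), oligodendrocyte markers by -0.03 (exact permutation p = 0.723; 1 of 10 fell, Opalin), oligodendrocyte precursor markers by 0.06 (exact permutation p = 0.141), microglia markers by 0.02 (exact permutation p = 0.794) and choroid plexus and ependyma markers by -0.09 (exact permutation p = 0.273). None of 14 GABA genes, 6 prolactin and cytokine feedback genes or 13 cholesterol synthesis genes passed limma p under 0.01, and 1 of 53 ribosomal protein genes and 2 of 75 oxidative phosphorylation genes did (camera adjusted p of 0.272, 0.925, 0.371, 0.333 and 0.0718).

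The number of calls was weighed first. The arrays were split into 6 and 6 in 100 ways (462 are possible), with the real split counted. Of these, 2 had as many probesets at p under 0.01 as the real 951 (highest other 975). At p under 0.03, 4 had as many as 2371 (highest other 2544). For unique genes at p under 0.01, 2 had as many as 647 (highest other 658). At p under 0.03, 2 had as many as 1499 (highest other 1612). Only 1, the real split, had as many called list members as 56 (highest other 34). The real counts were therefore among the largest drawn. Splits that mixed the groups came close, with 975 probesets where 1 group held 4 postpartum arrays and 934 where it held 3. Only 100 splits were drawn, and no probeset passed an adjusted p under 0.05 on log2 intensities, although 10 did on linear ones. Chance is therefore not excluded as a cause of the number of probesets or unique genes. Nor is it for the list members, since the lists were written after p-values of some members for the real split had been seen. With the first component of 108 cell markers as a covariate there were 1175 probesets at p under 0.01, and 1034 at most when the 99 other splits were refitted with it (median 332). Called list members were 33 (highest other 18), from the same lists that were not written blind. The probeset count argues against tissue makeup, as far as that component holds it, as the whole cause of the number of calls. It does not show that the same genes are called, since only 318 of the 1175 are among the 951. The component differed between groups (exact permutation p = 0.0303), so many of the calls may follow the makeup of the punches. With the shared medium spiny neuron score as the covariate there were 790, of which 304 are among the 951, and 10 of the 100 splits had as many (highest other 1202), while called list members were 21 (highest other 20). A different share of these neurons therefore stays open as a cause of the number of calls, as does the postpartum state itself, which is untested.

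The lower Penk, Pdyn and Drd1 were weighed next. Their median log2 difference was -0.34, and -0.0418 with the score of 10 shared medium spiny neuron markers as a covariate, where the differences were -0.04 (standard error 0.06), -0.05 (standard error 0.11) and -0.04 (standard error 0.07). A smaller share of these neurons in the postpartum punches is a candidate explanation, although the covariate would absorb lower expression within the neurons just as well, and the mean of interneuron markers was higher. With cortical markers as the covariate the median was -0.27 and none of the 3 genes kept an unadjusted limma p under 0.05, so more cortical tissue in the punches cannot be told apart with so few arrays. Lower expression in postpartum neurons stays open as untested.

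The correlation of the 11 transcription factors was weighed last. After each group's mean was subtracted, the median r of the 55 pairs was 0.62, above the highest of 10000 random sets of all genes (0.343), of called genes (0.373) and of genes higher at p under 0.01 (0.488), which argues against selection for a group difference as the source. The study chose the cluster for its correlation on these arrays, so that a selection for correlation itself stays open, as does a common driver of activity genes.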
